# Widespread occurrence of *N*^6^-methyladenosine in bacterial mRNA

**DOI:** 10.1093/nar/gkv596

**Published:** 2015-06-11

**Authors:** Xin Deng, Kai Chen, Guan-Zheng Luo, Xiaocheng Weng, Quanjiang Ji, Tianhong Zhou, Chuan He

## Abstract

*N*^6^-methyladenosine (m^6^A) is the most abundant internal modification in eukaryotic messenger RNA (mRNA). Recent discoveries of demethylases and specific binding proteins of m^6^A as well as m^6^A methylomes obtained in mammals, yeast and plants have revealed regulatory functions of this RNA modification. Although m^6^A is present in the ribosomal RNA of bacteria, its occurrence in mRNA still remains elusive. Here, we have employed ultra-high pressure liquid chromatography coupled with triple-quadrupole tandem mass spectrometry (UHPLC-QQQ-MS/MS) to calculate the m^6^A/A ratio in mRNA from a wide range of bacterial species, which demonstrates that m^6^A is an abundant mRNA modification in tested bacteria. Subsequent transcriptome-wide m^6^A profiling in *Escherichia coli* and *Pseudomonas aeruginosa* revealed a conserved m^6^A pattern that is distinct from those in eukaryotes. Most m^6^A peaks are located inside open reading frames and carry a unique consensus motif of GCCAU. Functional enrichment analysis of bacterial m^6^A peaks indicates that the majority of m^6^A-modified genes are associated with respiration, amino acids metabolism, stress response and small RNAs, suggesting potential functional roles of m^6^A in these pathways.

## INTRODUCTION

*N*^6^-methyladenosine (m^6^A) is the most frequent internal mRNA modification in a wide range of eukaryotes and certain viral RNAs (1–6). Modification of m^6^A is mediated by an *N*^6^-adenosine methyltransferase complex including a 70-kD SAM (S-adenosylmethionine)-binding subunit methyltransferase like 3 (METTL3, also called MT-A70), methyltransferase like 14 (METTL14) and Wilms tumor 1 associated protein (WTAP) (7). METTL3 and METTL14 form a heterodimer that catalyzes m^6^A RNA methylation, while WTAP interacts with the complex and affects the mRNA methylation (8). These methyltransferases play important roles in mouse embryonic stem cell differentiation and circadian rhythms (9–11) Fat mass and obesity-associated protein (FTO) and *alkB* homolog 5 (ALKBH5) are m^6^A RNA demethylases, which are involved in mammalian development, RNA metabolism and fertility (12,13). The human YTH-domain family 2 (YTHDF2) has recently been shown to specifically bind m^6^A-modified mRNA and to promote the decay of the bound mRNA (14,15). These discoveries present the first examples of reversible RNA modification and reveal the unique regulatory functions of reversible m^6^A methylation on mRNA and non-coding RNAs.

Transcriptome-wide profiling of m^6^A distributions in mammals and yeast further characterize the dynamic nature of m^6^A modification, which is enriched around the stop codon and at 3′ UTRs, as well as in long internal exons and at the transcription start site (11,15,16). m^6^A in *Arabidopsis thaliana* is also enriched around the stop codon, 3′ UTRs and around the start codon (17). The majority of m^6^A-peaks in these organisms harbor a consensus motif of RRACU (*R* = A/G).

Although m^6^A has been well documented in the rRNA in bacteria, its presence on mRNA is still elusive. In *Escherichia coli*, A1618 and A2030 of 23S rRNA are methylated by methyltransferases RlmF and RlmJ, respectively (18,19). Both deletion and overexpression of *rlmF* result in a loss of cell fitness and growth defect (18), while an *rlmJ* mutant shows mild phenotypes under various growth conditions (19). Interestingly, the modifications of m^2^A or m^8^A on A1607, A2503 and A2508 play important roles in antibiotic resistance, an extensively studied subject in microbiology during the last 10 years (20).

In order to investigate the potential presence and functions of m^6^A in bacterial mRNA, we calculated the m^6^A/A ratio in mRNA from seven diverse bacterial species, which reveal that m^6^A is an abundant mRNA modification in Gram-negative bacteria. High-resolution transcriptome-wide m^6^A profiling in two model bacteria *E. coli* and *Pseudomonas aeruginosa* reveal a conserved and distinct m^6^A distribution pattern. Most m^6^A-modified genes are involved in energy metabolism and small RNAs, suggesting potential functional roles of m^6^A in these processes.

## MATERIALS AND METHODS

### Bacterial strains and mRNA purification

The strains and culture conditions used in this study are listed in Table 1. Total RNA was purified from bacterial pellets of 2-ml culture by using an RNeasy Mini Kit (Qiagen) that removes tRNA. Two micrograms of total RNA were applied to a MICROExpressTM Bacterial mRNA Enrichment Kit (Life technologies). A Ribo-Zero™ rRNA Removal Kit (Bacteria) (Epicentre) was used in order to further remove remaining rRNA. All procedures in the manufacturer's protocols were strictly followed. In order to verify the removal of rRNA, a qPCR (7300 Real-Time PCR System, Applied Biosystems) was done against the rRNA background in order to check relative enrichment levels. One nanogram of either total RNA or purified mRNA from *E. coli* was used per qPCR reaction (Power SYBR Real-Time PCR mater mix, Life technologies). The primers used were 5′-CTCCTACGGGAGGCAGCAG-3′ and 5′-GTATTACCGCGGCGGCTG-3′. The *P. aeruginosa* MPAO1 strain were cultured overnight at different temperatures (37, 40, 42 or 45°C) and then subjected to the mRNA purification protocol described above in the temperature variation studies.

**Table 1.** Strains and growth conditions

Strain	Growth condition
*Escherichia coli* K-12 (CGSC)	LB, 37°C overnight
*E. coli* K-12 *rlmJ mutant* (CGSC)	LB, 37°C overnight
*E. coli* K-12 *rlmF mutant* (CGSC)	LB, 37°C overnight
*E. coli* K-12 *ksgA mutant* (CGSC)	LB, 37°C overnight
*E. coli* 5α	LB, 37°C overnight
*E. coli* XL-blue	LB, 37°C overnight
*Pseudomonas aeruginosa* MPAO1	LB, 37°C overnight
*P. aeruginosa* PA14	LB, 37°C overnight
*Pseudomonas syringae* pv. tomato DC3000	King's B medium, 28°C for 2 d
*Staphylococcus aureus* Newman	TSB medium, 37°C overnight
*S. aureus* USA100	TSB medium, 37°C overnight
*S. aureus* USA400	TSB medium, 37°C overnight
*S. aureus* USA700	TSB medium, 37°C overnight
*S. aureus* COL	TSB medium, 37°C overnight
*S. aureus* RN4220	TSB medium, 37°C overnight
*Bacillus subtilis*	LB, 37°C overnight
*Anabaena* sp. PCC 7120	Z8 medium, 25°C overnight
*Synechocystis* sp. PCC 6803	Z8 medium, 25°C overnight

### Ultra-high pressure liquid chromatography coupled with triple-quadrupole tandem mass spectrometry (UHPLC-QQQ-MS/MS) analysis for m^6^A/A ratio

The highly purified bacterial mRNA was subjected to an UHPLC-QQQ-MS/MS (Agilent) analysis. Two hundred ng of mRNA or rRNA (on the beads of the mRNA Enrichment Kit) were digested by nuclease P1 (2 U) in 40 μl of nuclease buffer (25 mM of NaCl and 2.5 mM of ZnCl_2_) at 37°C for 2 h, followed by the addition of NH_4_HCO_3_ (1 M, 2 μl) and alkaline phosphatase (0.5 U) at 37°C for 2 h. The nucleosides were separated by reverse phase ultra-performance liquid chromatography by a C18 column on an Agilent 6410 QQQ triple-quadrupole LC mass spectrometer in positive electrospray ionization mode. The nucleosides were quantified using the nucleoside-to-base ion mass transitions of 282 to 150 (m^6^A), 294 to 164 (m^6^_2_A) and 268 to 136 (A). Quantification was performed by comparison with the standard curve obtained from pure nucleoside standards. Three biological repeats have been performed for all bacterial strains.

### High-throughput and high-resolution m^6^A sequencing

Procedures were slightly modified from previously described protocols (21). In a 0.5-ml IP reaction, 5 μg purified bacterial mRNA and 15 μl of 0.5 mg/ml rabbit anti-m^6^A antibody (202003; Synaptic Systems) were incubated for 2 h at 4°C in IPP buffer (150 mM NaCl, 0.1% NP-40, 10 mM Tris–HCl, pH 7.4, 1 U/μl RNasin). The mixture was exposed to UV irradiation at 254 nm 3× (90 s each time), before RNase T1 (0.1 U/μl) digestion for 15 min at 22°C. After the digestion reaction was quenched on ice for 5 min, 200 μl pre-blocked protein A bead slurry was added into reaction for 1 h at 4°C. After washing thrice with IP wash buffer (50 mM HEPES-KOH, pH 7.5, 300 mM KCl, 0.05% NP-40, with proteinase inhibitor and RNasin), the beads were treated by a second round of RNase T1 digestion (15 U/μl) at 22°C for 15 min. The beads were cooled down on ice for 5 min and then thrice washed with high salt wash buffer (50 mM HEPES-KOH, pH 7.5, 500 mM KCl, 0.05% NP-40, with proteinase inhibitor and RNasin). The beads were then treated with Antarctic phosphatase (0.5 U/μl) for 20 min at 37°C. After dephosphorylation, beads were washed twice with phosphatase wash buffer (50 mM Tris–HCl, pH 7.5, 20 mM EGTA, 0.5% NP-40) and twice with PNK buffer without DTT (50 mM Tris–HCl, pH 7.5, 50 mM NaCl, 10 mM MgCl_2_). Polynucleotide kinase (1 U/μl) and 200 μM adenosine triphosphate was then added to the beads at 37°C for 15 min. The RNA fragments were further purified by proteinase K digestion and TRIzol extraction. For IP samples, small RNA libraries were made by using NEBNext^®^ Small RNA Library Prep Set for Illumina^®^ (NEB). The input samples followed the above procedures without anti-m^6^A antibody pull-down and RNase T1 digestion. Libraries for input samples were made by using TruSeq RNA Sample Preparation Kits (Illumina, non-strand specific). Six libraries were constructed, containing one control sample and two duplicate IP samples for each strain.

### Data analyses

All samples were sequenced using the HiSeq 2000 system (Illumina, with 50-bp and single end mode) at the Genomics Core Facility at the University of Chicago. FastQC was done to check the quality of each dataset; all datasets were obtained in high quality and can afford further reliable analyses. Two *E. coli* IP libraries obtained 1,718,364 mapped reads, and two *P. aeruginosa* libraries obtained 3,720,658 mapped reads. Sequence data were analyzed by following the procedures described previously (17). Briefly, Tophat (version 2.0.0, with the parameter: -p 8 –read-mismatches 2 –max-multihits 1) with Bowtie was run in order to align the input and IP-sequenced samples to the *E. coli* K-12 substr. MG1655 (ASM584v2, NC_000913.3) and *P. aeruginosa* PAO1 (ASM676v1, NC_002516.2) genomes and annotation files (22,23). In TopHat each read was only mapped to the genome once. The enriched peaks were identified using MACS software (version 2.0.0, with the parameter: callpeak -t ip.bam -c ck.bam -f BAM -g 6000000 –nomodel -n -p 1e-5) (24). Consensus sequence motifs were identified by using HOMER (version 4.7, with the parameter: -p 3 -rna -len 6) (25). A scrambled sequence was used as the background. Gene function analysis (GO enrichment) was performed with the online DAVID (version 6.7) tool (http://david.abcc.ncifcrf.gov/) (26). The m^6^A peaks were divided into three categories based on their relative positions in their corresponding genes: Overlap Start (±100 nucleotides around the start codon), Overlap End (±100 nucleotides around the stop codon) and Inside (other locations inside a coding region). The functional association with each gene was determined by NCBI annotation.

## RESULTS

### m^6^A is presented in mRNA of a wide range of bacterial species

Although m^6^A is the most abundant internal mRNA modification in eukaryotes, its potential presence in the kingdom of bacteria has yet to be investigated. To this end, we selected seven diverse model bacterial species (*E. coli, P. aeruginosa, Pseudomonas syringae, Staphylococcus aureus, Bacillus subtilis, Anabaena* sp. PCC 7120 and *Synechocystis* sp. PCC 6803) to grow in a common laboratory environment and measured their m^6^A/A ratios in purified mRNA. Unlike eukaryotes, bacterial mRNA lacks a poly(A) tail, which makes it challenging to purify mRNA. By following the protocols described in the Method section, we were able to remove >90% rRNA in the purified mRNA sample (Supplementary Figure S1).

We then tried to use an UHPLC-QQQ-MS/MS approach in order to quantify the m^6^A/A level in the bacterial mRNA samples that contain residual rRNA (<10%). Given that two m^6^A (catalyzed by RlmF and RlmJ) and two N^6^,N^6^-dimethladenosine (m^6^_2_A, catalyzed by KsgA) are known to be present in rRNA of *E. coli* and other related bacterial species (18,19,27), the values of m^6^_2_A levels can be used as an internal reference for the m^6^A level from the residue of rRNA presented in the purified mRNA. We first determined the m^6^_2_A/m^6^A ratio of rRNA as 1.30 in the wild-type strain and 2.04 in either an *rlmF* mutant or an *rlmJ* mutant. As a negative control, the m^6^_2_A modification was not detectable in a *ksgA* mutant (Supplementary Figure S2). Based on the m^6^_2_A/m^6^A ratio in rRNA, we were able to accurately calculate the real m^6^A/A level as ([m^6^A-m^6^_2_A/1.30]/A) in the purified mRNA samples.

We observed the presence of m^6^A in all of the tested bacterial species, whose m^6^A/A ratio varied within the range of 0.02–0.28% (Figure 1A). We obtained the m^6^A/A ratios in mRNA from three Gram-negative bacteria (*E. coli, P. aeruginosa* and *P. syringae*) (>0.2%) and from two Gram-positive bacteria (*S. aureus* and *B. subtilis*) (<0.08%). Unlike *E. coli* and *Pseudomonas* spp., two other Gram-negative cyanobacteria (*Anabaena* sp. PCC 7120 and *Synechocystis* sp. PCC 6803) showed low m^6^A/A ratios (<0.04%). In order to test if m^6^A/A ratios also vary among different strains in the same species, three strains of *E. coli* (K-12, 5α and XL-blue), two strains of *P. aeruginosa* (MPAO1 and PA14) and six strains of *S. aureus* (Newman, USA100, USA400, USA700, RN4220 and COL) were tested, all of which revealed a constant ratio in the same species (Figure 1B). These results clearly demonstrate the widespread occurrence of m^6^A in bacterial mRNA. Gram-negative bacteria tend to have higher m^6^A/A ratios in mRNA than Gram-positive bacteria. The high m^6^A/A ratio (>0.2%) in mRNA from *E. coli* and *Pseudomonas* spp. is comparable to that from eukaryotes (1), suggesting that m^6^A could be an important mRNA modification playing functional roles in these and other bacteria.

**Figure 1.**

Presence of m^6^A in bacterial mRNA. (**A**) The m^6^A/A ratios of mRNA isolated from seven bacterial species. (**B**) The m^6^A/A ratios of mRNA isolated from different strains of *Escherichia coli* and *Pseudomonas aeruginosa*. Error bars represent standard deviations, which were calculated from three replicates.

### m^6^A distribution exhibits a distinct topology in *E. coli*

To obtain the transcriptome-wide m^6^A map of *E. coli*, we employed an m^6^A-specific antibody for pull-down coupled with high-throughput sequencing (15,16). 

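For *E. coli* K-12, 2 m6A-IP libraries and 1 input library were sequenced, and 1 deposited list holds the peaks called by MACS 2.0.10.20130915 from 1 alignment file given as the treatment against 1 given as the control. The name of the treatment file holds the same label as that of the control, so that it holds IP reads rests on the authors' designation, on which every fold enrichment of *E. coli* below depends. The treatment file lost 92.7% of its tags as repeats and the control 49.9%, as in *P. aeruginosa* (96.5% and 28.6%), and it holds 1531206 tags, where the paper gives 1,718,364 mapped reads for the *E. coli* IP libraries. The header does not say whether the reads of both IP libraries were joined in that file, so the peaks carry no replicate error. It counts 493975 input tags. MACS kept 1 tag per position and strand, which left 111784 IP tags (7.30%) and 247716 input tags (50.1%), or 17.5 IP tags per kb of the effective genome size of 6.4 Mb set in the header (24.1 per kb up to the end of the last peak). Each tag was extended to 50 nt, no fragment model was built and the p threshold was 1e-06. Positions are on NC_000913.2. Each peak has a pileup (the IP tags over its summit), a fold enrichment, which is the pileup plus 1 over the background plus 1, a p and a q. These are the authors' MACS values and serve here to describe and rank peaks within the list. By the paper's methods, IP libraries were made with a small RNA kit after RNase digestion. Input libraries were made with another kit and without that digestion. IP and input thus differ in more than the antibody, so fold enrichments and repeat shares do not isolate its effect. The background is the larger of the local input, scaled to the IP depth, and the genome-wide mean, so it could be computed back from each peak's pileup and fold enrichment. The peaks that the study's Supplementary Table S1 also lists, with start and end within 1 nt, were used for all results that need a gene, with the gene, functional category and place in the gene that this table gives.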

In order to obtain a high-resolution m^6^A-map, bacterial mRNAs were subjected to a modified photo-crosslinking-assisted m^6^A-seq approach (PA-m^6^A-seq), which significantly improves the m^6^A peak resolution from ∼200 nt to around 23 nt (21). 

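Peaks were narrow. Among the 265 peaks with a gene, the median width was 64 nt (quartiles 54 and 85 nt), 81.1% were narrower than 100 nt and 5 were 400 nt or wider. The widest peaks included the one at the start of *lacZ* (451 nt) and one in *lacI* (412 nt), the genes of beta-galactosidase and of the lac repressor, and one in *gadB* (403 nt), a glutamate decarboxylase gene. The shortest peaks, of 50 nt, were as wide as the extended tag, such as those of *hyaA* at 1031476 and of *hyaD* at 1035385, so the length set for the tags bounds the width from below.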

In total, we identified 265 m^6^A peaks representing the transcripts of 213 genes in *E. coli* (Supplementary Table S1).

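The largest fold enrichments among the *E. coli* peaks with a gene were at the start of *lacZ* (37.4, pileup 69) and in *hyaF*, the last gene of the hydrogenase 1 operon (28.9, pileup 54). They were followed by *yjfC* (23.0), *rpiB* (23.0), *ydaN* (22.4), the small RNAs *ryjA* (22.4) and *glmY* (21.9), *aphA* (19.8), *ydjN* (19.8) and *agaR* (19.3). The gene with the most peaks was *fadE*, an acyl-CoA dehydrogenase of fatty acid oxidation, with 6, then the glyoxylate shunt genes *aceA* with 5 and *aceB* with 4. A further 10 genes, among them *rrlH*, *gadB*, *pspA* and *csiD*, had 3. The deposited list holds 345 peaks, and all 265 peaks of the published table are among them with equal start, end and fold enrichment. The table names 214 genes for these peaks, and 32 of the genes had 2 or more peaks. The median fold enrichment was 8.58 (quartiles 7.36 and 10.7) and the median pileup 17 tags. For 136 of the 265 peaks (51.3%), the background was the genome-wide mean of 0.873 tags, which means at most 1 input tag over the summit. The fold enrichment of these peaks, the highest *lacZ* peak and all 3 of *gadB* among them, therefore rests on the IP pileup alone.

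**Figure D1:**
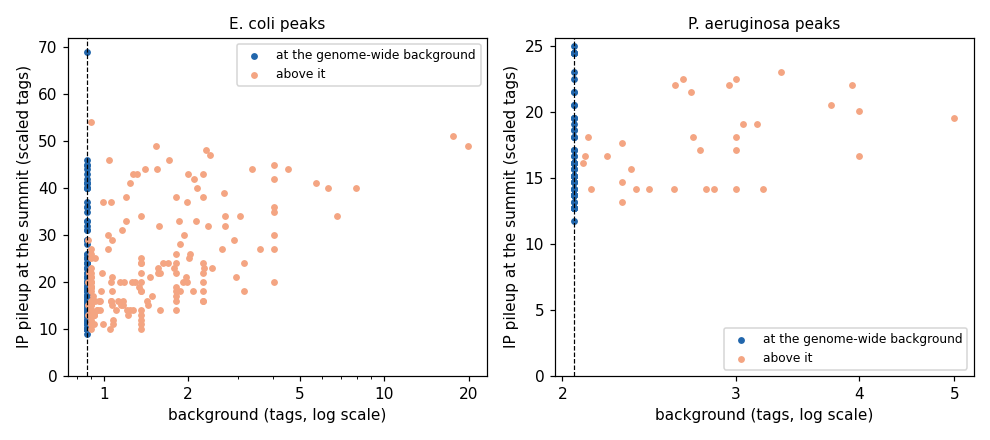
IP pileup at the summit against the background of each deposited peak, in *E. coli* (345 peaks, left) and *P. aeruginosa* (109 peaks, right). Blue points stand on the genome-wide background (dashed line, 0.873 and 2.06 tags), as 167 and 76 peaks do, and orange points have a higher local input.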

We next analyzed the distribution of m^6^A in the whole transcriptome of *E. coli*. We determined the distribution of m^6^A reads along transcripts in both the m^6^A-IP and non-IP (input) samples. Intriguingly, we found that reads from m^6^A-IP tend to be equally distributed throughout a gene, with a peak in the middle of open reading frames (ORFs) (Figure 2A). The prevalence is quite different from that observed in mammals, which accumulates around the stop codon and within 3′ UTRs (15,16). To further confirm the preferential locations of m^6^A on transcripts, we investigated the metagene profiles of m^6^A peaks. Consistent with the distribution of reads, m^6^A peaks are abundant inside ORF (72%), followed by regions at the start of gene (15%) and then the end of gene (13%) (Figure 2B).

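Peaks that the published table places inside a gene included all 6 of *fadE* and all 5 of *aceA*. It places both *lacZ* peaks at the gene start and both *lacI* peaks at the gene end, which was not checked against gene coordinates. Of the 265 *E. coli* peaks, 192 were inside the gene (72.5%, 95% Wilson interval 66.8 to 77.5), 39 overlapped the start (14.7%, 11.0 to 19.5) and 34 the end (12.8%, 9.33 to 17.4). The 3 places had similar heights, with a median fold enrichment of 8.73 inside, 8.54 at the start and 8.54 at the end. Of the 229 peaks in protein-coding genes, 159 were inside (69.4%, 63.2 to 75.0). The places are those of the published table, which calls every small RNA peak inside, and the intervals cover counting error only. No gene coordinates on the chromosome version of the list were at hand, so the shares that random places in the same genes would give were not computed.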

**Figure 2.**

Overview of m^6^A methylome in *Escherichia coli*. (**A**) The m^6^A peak distribution within different gene contexts. The y-axis represents (number of reads/length unit)/(number of total reads), which is an indicator of the extent to which sequencing reads are enriched in different segments across the entire transcript. (**B**) Accumulation of m^6^A reads along transcripts. Each transcript is divided into three parts: Overlap Start, Inside and Overlap End. (**C**) The UGCCAG conserved sequence motif for m^6^A-containing peak regions. (**D**) Pie chart displaying the percentage of genes containing m^6^A peaks with functional categories. (**E**) GO-enrichment analysis of all the genes with m^6^A peaks. The effect size (number of enriched genes/total genes in the GO category) for each category is 15/45 (aerobic respiration), 15/122 (amino acids biosynthesis), 6/138 (response to abotic stimulus), 5/61 (cell wall biosynthesis) and 6/39 (anaerobic respiration), respectively. The statistical test (*P*-value) used by DAVID was the Fisher Exact test.

We then used the HOMER tool to identify a leading m^6^A consensus sequence (UGCCAG, *P* < 1e-14), which could be found in more than 41.2% of all m^6^A peaks (Figure 2C and Supplementary Table S1) (25). This motif is different from the conserved one (RRACU, *R* = A/G) found in eukaryotes. The unique feature of the m^6^A distribution suggests a likely unique role of m^6^A in perhaps bacteria-specific pathways.

### m^6^A-containing mRNAs in important biological pathways in *E. coli*

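Metabolic genes carried the largest share of *E. coli* peaks, 137 of 265 (51.7%, 95% Wilson interval 45.7 to 57.6), with *fadE*, *aceA*, *aceB*, *gadB*, *tktB* and *glsA* at 3 peaks or more each. Regulatory genes, which include the small RNAs, had 38 peaks (14.3%, 10.6 to 19.1) and transport genes 31 (11.7%, 8.36 to 16.1). Unknown functions had 15 peaks (5.66%), stress response 14 (5.28%), cell envelope 12 (4.53%), ribosome 9 (3.40%), pseudogenes 5 (1.89%), nucleic acids 3 (1.13%) and transposition 1 (0.377%). The ribosome category had the highest median fold enrichment, 10.9, apart from the single transposition peak at 11.2, and metabolism was at 8.54. Counted by gene instead of by peak, metabolism held 103 of 214 genes (48.1%) and regulation 33 (15.4%), because several metabolic genes had many peaks. Categories are those of the published table.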

Diverse functions are encoded by m^6^A-containing genes, which include metabolism (52%), transportation (12%), gene regulation (11%), cell envelope (5%), ribosome (3%), nucleic acids (1%), stress response (5%), genes with unknown function/annotation (6%) and pseudogenes (2%) (Figure 2D). To further uncover potential functional insights on m^6^A in *E. coli*, we selected 213 m^6^A-containing transcripts and identified the enriched gene ontology (GO) terms using the DAVID tool (26). We found that these genes are highly enriched in aerobic respiration, amino acids biosynthesis, response to abiotic stresses, cell wall biosynthesis and anaerobic respiration (Figure 2E). 

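Genes of stationary phase and general stress stood out, with 14 of 32 carrying a peak (43.8%) against 4.49% of all annotated genes (Fisher's exact test, two-sided, adjusted p = 3.9e-10). Their highest peaks were in *bssR* (fold enrichment 12.8), *rmf*, the ribosome hibernation factor, *dps*, the DNA-binding protein of starved cells, and *yjbJ*. The glyoxylate shunt and glycolate genes followed, with 6 of 14 (adjusted p = 0.000162, exact test), in the order *aceB*, *glcC*, *glcD* and *aceA* by their highest peaks. Glutamate-dependent acid resistance had 4 of 11 (*gadB*, *gadC*, *gadA* and *gadY*; adjusted p = 0.00484, exact test) and the arginine succinyltransferase pathway 3 of 5 (*astA*, *astD* and *astC*; adjusted p = 0.00484, exact test). Amino acid biosynthesis had 9 of 90 genes (10.0%; adjusted p = 0.0448, exact test), led by *thrA* (18.1), *dapD*, *metA* and *proA*. Hydrogenase genes had 5 of 29 (adjusted p = 0.0272, exact test), all in the *hya* operon. The list of 4-aminobutyrate use and neighbouring genes (below, the 4-aminobutyrate list) had 4 of 13 (adjusted p = 0.00781, exact test). These were *patD*, *gabD* and the neighbours of *gabD*, *csiD* and *lhgO*. The lac genes had 2 of 4 (adjusted p = 0.0308, exact test). The lac list was fixed when the *lacZ* and *lacI* peaks were already known, so its p is no evidence of enrichment. The other lists were also fixed after the published table had been read, so their p-values are not independent evidence either.
Several lists did not pass. The tricarboxylic acid cycle had 3 of 17 genes (*acnA*, *sdhD* and *sucA*; adjusted p = 0.0725, exact test) and the aerobic respiratory chain 2 of 24 (*cyoA* and *cyoB*; adjusted p = 0.349, exact test). Peptidoglycan synthesis and remodelling had 4 of 35 (*ycbB*, *emtA*, *mpaA* and *ftsW*; adjusted p = 0.0949, exact test). Anaerobic reductases and formate dehydrogenases, a list without the hydrogenases, had 0 of 38, ATP synthase 0 of 9 and ribosomal proteins 0 of 54 (adjusted p = 0.464, 1 and 0.223, exact tests). Heat shock genes had 3 of 20, cold shock genes 2 of 9, toxins and antitoxins 4 of 27, fatty acid oxidation 2 of 8, and flagella and chemotaxis 1 of 51, none past an adjusted p of 0.05.
The 19 lists were fixed after the published peak table had been read, so they are not independent of it, and the background was all 4651 annotated genes of ASM584v2, since a peak list holds no expression with which to limit it to expressed genes. A list of highly expressed genes could thus have more peaks for that reason, which was not tested. This bears on the stationary phase list, as Table 1 of the paper gives overnight growth, although the labels give mid-log growth. With only the peaks whose input was above the genome-wide background, a setting chosen after seeing the data, 4-aminobutyrate and arginine genes had 0 peaks, the acid resistance list had 1 gene and amino acid biosynthesis 4 (adjusted p = 0.358 and 0.289, exact tests), while the heat shock list passed (adjusted p = 0.0386, exact test), and with a p threshold of 1e-10 the hydrogenase and biosynthesis lists missed the threshold (both adjusted p = 0.0685, exact tests). The exact test takes genes as independent, although genes with a peak tended to be neighbours and several lists rest on 1 operon, so its p-values can be too small. In a test chosen after seeing the data that shifts all genes with a peak together along the gene order (4650 shifts, p as 2 times the smaller tail), 3 of the 8 lists still passed: stationary phase and stress (adjusted p = 0.00817, permutation test by shifts), glyoxylate and glycolate genes (0.0123) and acid resistance (0.0463). Hydrogenase, amino acid biosynthesis and lac genes (adjusted p = 0.114 each, permutation test by shifts), the 4-aminobutyrate list (0.0735) and the arginine pathway (0.0531) did not.

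**Figure D2:**
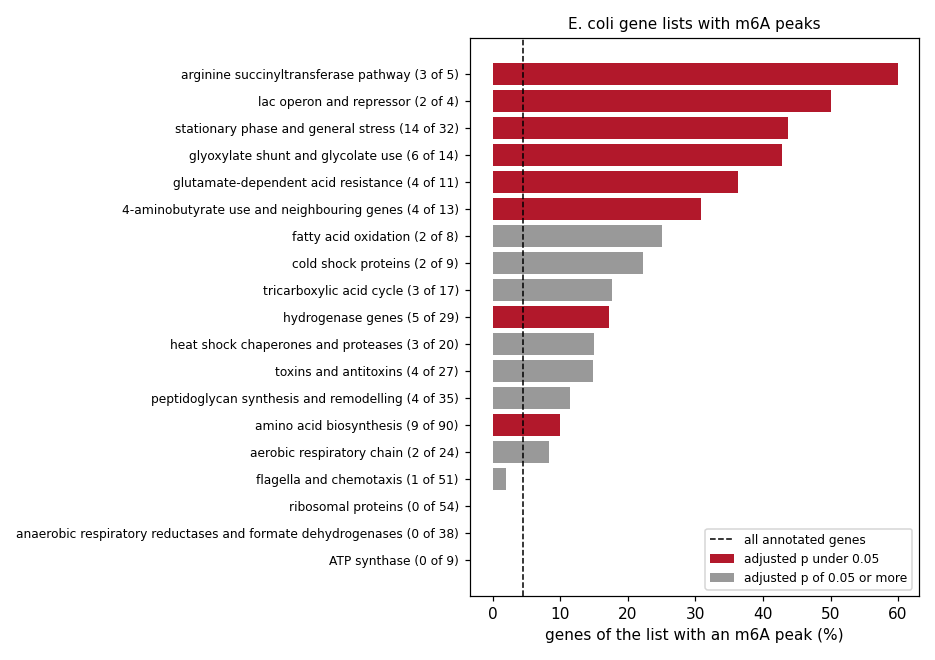
Share of the genes of each list with an *E. coli* m6A peak, in percent, with the number of genes in brackets. The dashed line marks all annotated genes (4.49%), and red bars have an adjusted p under 0.05 (8 of 19 lists).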

The first two classes belong to housekeeping genes that are involved in central energy production and metabolism, while the latter three classes are bacteria-specific categories. The m^6^A distribution pattern suggests that m^6^A may play roles in these important biological pathways. For instance, hydrogenase 1 mediates hydrogen uptake and transport in the process of anaerobic respiration. Four (*hyaA, hyaB, hyaC* and *hyaD*) genes of the six-gene-operon encoding hydrogenase 1 contain multiple m^6^A peaks inside the transcript, suggesting a clustering of m^6^A in this operon (Figure 3A) (28). 

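Peaks ran along the hydrogenase 1 operon from *hyaA* to *hyaF*. There were 2 peaks in *hyaA* (from 1031476 and 1032435, fold enrichments 5.10 and 7.45), 2 in *hyaB* (from 1032822 and 1033240, 5.95 and 6.23), 1 in *hyaC* (from 1034569, 6.94), 2 in *hyaD* (from 1035072 and 1035385, 5.52 and 7.36) and none in *hyaE*. The *hyaF* peak from 1036169 to 1036267 was far higher, with a fold enrichment of 28.9 and a pileup of 54 tags, second among all 345 deposited peaks, whereas the others had pileups of 11 to 13 tags and fold enrichments between rank 256 and rank 338. In other places as well, neighbouring genes each had peaks of their own. Of the 209 genes whose names matched the annotation, 29 were followed in gene order by another gene with a peak, against a mean of 9.35 and a maximum of 21 over 10000 random draws of as many genes (one-sided permutation test, p = 1e-04, the smallest p the draws can give). The longest runs were *serT* to *hyaD* (5 genes), *metA* to *aceK* (4 genes, with the glyoxylate shunt operon *aceBAK*), *astC* to *astD*, *csiD* to *gabD* and *ycgB* to *dadX* (3 genes each). Gene order disregards strand, and no transcript levels entered the draws. From the peaks in *hyaA* to *hyaD*, the paper proposes a clustering of m6A in this operon.

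**Figure D3:**
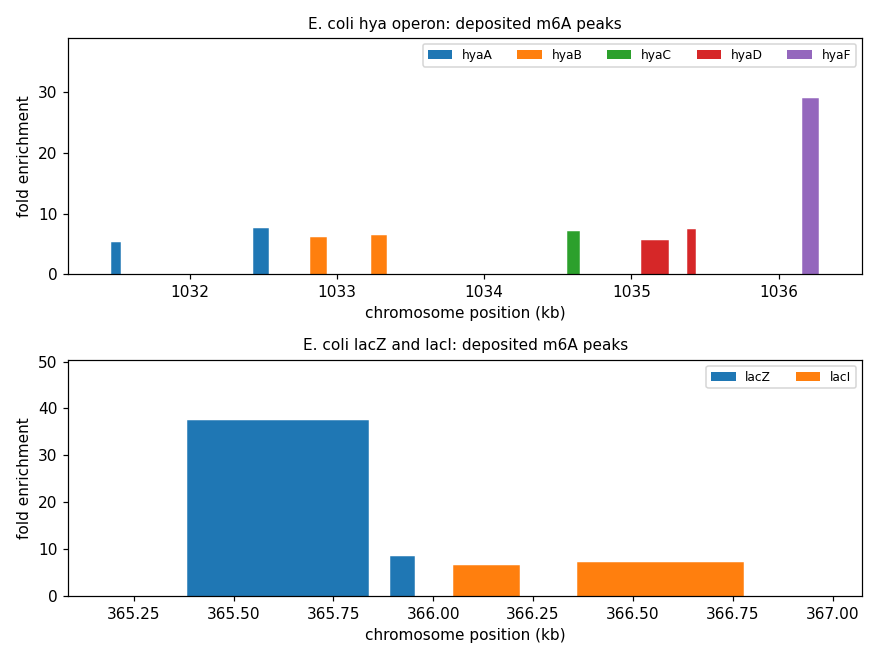
Fold enrichment of each deposited peak (height) over its place on the *E. coli* chromosome in kb (bar from start to end), for the *hya* operon (top) and for *lacZ* and *lacI* (bottom). The *hyaF* peak reaches 28.9 and the *lacZ* peak 37.4, while the other peaks in both panels stay at 8.25 or lower.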

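In the stretch of *E. coli* genes that ends with the 4-aminobutyrate genes, *csiD* had 3 peaks, *lhgO* 1 and *gabD*, the succinate-semialdehyde dehydrogenase gene, 1. The *csiD* peaks started at 2787030, 2787329 and 2787422, with fold enrichments of 8.01, 7.47 and 8.01. The *lhgO* peak started at 2788363 (6.94). The *gabD* peak lay from 2789877 to 2789939, inside the gene, with a fold enrichment of 6.41 and a pileup of 11 tags, rank 293 of the 345 deposited peaks. No deposited peak was assigned to *gabT*, the 4-aminobutyrate aminotransferase gene. All 5 peaks stood on the genome-wide background, with at most 1 input tag over their summits. Elsewhere in amino acid metabolism, *astA* and *astD* of arginine breakdown and *dadX* of alanine breakdown had 2 peaks each, *dadA* had 3 (5.78 to 6.41) and the glutaminase gene *glsA* 3 (7.36 to 9.07).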

We also observed concentrated m^6^A peaks in *gabD* and *gabT* genes, which encode succinate-semialdehyde dehydrogenase and 4-aminobutyrate aminotransferase in the pathway of amino acid metabolism (Figure 3B) (29).

**Figure 3.**

Accumulation of m^6^A reads in *hyaABCD* genes (**A**), *gabDT* (**B**) and *lacZI*(**C**) in *Escherichia coli* transcriptome. CK represents the control sample and IP represents ChIP-seq sample.

We next sought to determine if the unique m^6^A position patterns are related to bacteria-specific GO categories. As aforementioned, we classified genes into three subgroups according to the location of m^6^A peaks on a gene: Overlap Start (m^6^A peaks within 100-bp from the start codon), Overlap End (m^6^A peaks within 100-bp from the stop codon) and Inside (m^6^A peaks inside the coding region) (Figure 2B). We then performed GO-enrichment analysis for each subgroup. As expected, the same five GO categories were enriched in the Inside subgroup that consists of 72% of all m^6^A peaks. 

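Stress genes carried peaks both inside the gene and at its start. By the places of the published table, 12 of 32 stationary phase and stress genes had a peak inside, such as *dps*, *otsA* and *talA* (Fisher's exact test, two-sided, adjusted p = 3.7e-09). At the gene start 4 did, *cspD*, *osmY*, *ycgB* and *yeaG* (adjusted p = 0.0022, exact test), along with *aceB* and *aceK* of the glyoxylate shunt list (adjusted p = 0.0352, exact test) and *gadA* and *gadB* of acid resistance (adjusted p = 0.0324, exact test). Among aerobic respiratory chain genes only *cyoA* had a peak at the start. At the gene end, amino acid biosynthesis had 3 genes, *metC*, *thrA* and *thrB* (adjusted p = 0.129, exact test). From the list of 4-aminobutyrate use and neighbouring genes, *patD* and the neighbour *csiD* also had a peak there (adjusted p = 0.0648, exact test). In all, 6 of 19 lists passed an adjusted p of 0.05 for peaks inside (158 genes), 3 for the start (38 genes) and 0 for the end (32 genes). The small start and end groups leave lists of few genes with little power, the exact test takes neighbouring genes as independent, and these tests were added after the data were seen. The places were not checked against gene coordinates. In a short gene, the windows of 100 nt around both ends can cover the whole gene, so a label of inside then gives no place.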

Two GO categories (aerobic respiration and stress responses) were enriched in the Overlap Start subgroup, while amino acids biosynthesis and response to stimulus were enriched in the Overlap End subgroup (Supplementary Figure S3).

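The peak at the start of *lacZ*, from 365386 to 365836, was the highest of the *E. coli* list, with a fold enrichment of 37.4 and a pileup of 69 tags, above the 50 tags that reads of a single strand can give. A second *lacZ* peak from 365895 to 365950 had a fold enrichment of 8.25. Next to it, *lacI* had 2 peaks that the published table places at the gene end, from 366052 to 366215 (6.42, pileup 17) and from 366363 to 366774 (7.06, pileup 22). These ranked 292 and 273 of 345 by fold enrichment and 188 and 116 by pileup. The input over the highest *lacZ* peak was no more than the genome-wide background, and over the *lacI* peaks the background was 1.81 and 2.26 tags. No peak was assigned to *lacY* or *lacA*. Genes and places are those of the published table and were not checked against gene coordinates.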

Beside these five GO categories, we identified high m^6^A peaks in a group of functionally important genes, such as *lacZ* and *lacI* (Figure 3C). LacI negative regulates the classic lac operon (*lacZYA*) that is required for transport and metabolism of lactose (30). Interestingly, we also noticed 15 small RNAs carrying m^6^A modification (Supplementary Table S1). These newly found m^6^A marks in these transcripts could open a new angle to study novel regulatory roles in well-established pathways.

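The small RNAs with a peak were *ryjA* (fold enrichment 22.4), *glmY* (21.9), *ffs*, the RNA of the signal recognition particle (13.5), *isrA* (13.3), *fnrS* (10.7), *chiX* and *rybB* (both 10.1), *ryfD* (9.25), *ryeA* (9.09), *arrS* (9.07), *cyaR* (8.79), *sibE* (8.63), *gadY* (7.88), *micF* (7.67) and *spf* (6.01). These 15 genes had 1 peak each, all of which the published table calls inside. The study's start and end classes reach 100 nt from either end of a gene, so for short RNAs this label gives no place. Highest by pileup were *ryeA* (45 tags), *ffs* (43 tags), *ryjA* (41 tags) and *glmY* (40 tags). The median fold enrichment of the 15 peaks was 9.25, against 8.54 for the 229 peaks of protein-coding genes, a difference that a two-sided permutation test did not separate from 0 (adjusted p = 0.279). Of the 15, 7 stood on the genome-wide background, *ryjA* and *glmY* among them. Input libraries were made with another kit than IP libraries, and whether this lowers the input over short RNAs was not tested.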

### Unique patterns of *P. aeruginosa* methylome

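For *P. aeruginosa*, 2 m6A-IP libraries and 1 input library were sequenced, and the deposited peak list was called from 1 alignment file of each kind. Its header counts 15527401 IP tags and 368651 input tags. The limit of 1 tag per position and strand removed 96.5% of the IP tags and 28.6% of the input tags, leaving 537011 and 263211. The IP was scaled to the smaller input library (by 0.490), so pileups are in scaled tags. The p threshold was 1e-05, the other settings were those of the *E. coli* list, and positions are on NC_002516.2. The gene names, categories and places of the published table were used. An annotation of this genome was not used here, so gene groups are given as counts without a test. Fold enrichment, p and q are again the authors' values for each peak, with no replicate error.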

Given that *P. aeruginosa*, a widely-spread human opportunistic pathogen, also possesses a high m^6^A/A ratio in mRNA, we applied the same modified photo-crosslinking-assisted m^6^A-seq approach to obtain a high-resolution map of its m^6^A methylome. We identified 109 m^6^A peaks representing the transcripts of 68 genes in *P. aeruginosa* (Supplementary Table S2). 

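The highest *P. aeruginosa* peaks covered rRNA genes. Of 9 peaks over 16S and 23S rRNA genes, 8 were 1500 to 2868 nt wide and had fold enrichments of 8.35 to 8.51, and the other, in PA4280.2, was 121 nt wide with a fold enrichment of 6.45. The 8 wide peaks were followed by the rRNA gene PA4690.1 (7.86). Among protein-coding genes, the highest were PA3416 (7.70), a pyruvate dehydrogenase subunit gene, *bkdB* (7.38) of the branched-chain keto acid dehydrogenase, and PA3229 (7.06). The gene with the most peaks was PA0588 with 9, then PA3415 with 6 and *bkdB*, *ldh* and *bkdA2* with 4 each. All 109 deposited peaks are in the published table with equal start, end and fold enrichment. They name 67 genes, 19 of which had 2 or more peaks, together 61 peaks. The median width was 88 nt (quartiles 62 and 132 nt), the median fold enrichment 5.30 (quartiles 4.82 and 6.10) and the median pileup 16.2 scaled tags. For 76 of the 109 peaks (69.7%), the background was the genome-wide mean of 2.06 tags, with at most 2 input tags over the summit. A threshold of 1e-10 left 46 peaks, on 37 genes.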

The m^6^A-modified transcripts identified are around half of those in *E. coli*.

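The *P. aeruginosa* list named 67 genes and the *E. coli* list 214, a ratio of 0.313, and the ratio of published peaks was 0.411. The lists differ in threshold and depth. At a common p of 1e-06, chosen after seeing the data, 106 *P. aeruginosa* and 345 *E. coli* deposited peaks remained (ratio 0.307). Of these, 106 and 265 were peaks with a gene (0.400), on 66 and 214 named genes (0.308). After the removal of repeated tags, the IP held 537011 tags in *P. aeruginosa* and 111784 in *E. coli*, or 88.8 and 24.1 per kb up to the end of the last peak of each list, and the input 263211 and 247716, or 43.5 and 53.5 per kb. Peak counts from libraries of unequal depth do not measure the number of modified transcripts on 1 scale.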

We next determined the distribution of m^6^A reads along transcripts in both the m^6^A-IP and non-IP (input) samples. 

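Within *P. aeruginosa* genes, all 4 peaks of *bkdB* and all 4 of *ldh* were inside the gene, as were 7 of 9 in PA0588 and 5 of 6 in PA3415. Of the 109 peaks, 83 were inside the gene (76.1%, 95% Wilson interval 67.3 to 83.2), 16 overlapped the start (14.7%, 9.24 to 22.5), such as those of *phoP* and *hpd*, and 10 the end (9.17%, 5.06 to 16.1), such as that of PA2759. The share inside did not differ detectably from the 72.5% of *E. coli* (Fisher's exact test, two-sided, p = 0.52). Median fold enrichments were 5.30 inside, 5.06 at the start and 5.62 at the end. Places are those of the published table and the intervals cover counting error only.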

Like in *E. coli*, we found that reads from m^6^A-IP are equally distributed throughout a gene, with two peaks in the middle of ORFs as well as in the beginning of genes (Figure 4A). m^6^A peaks are abundant inside ORF (77%), followed by the start of gene regions (15%) and end of gene regions (8%) (Figure 4B). We were also able to identify an m^6^A consensus sequence (GGYCAG, *Y* = C/U *P* < 1e-16), which were found in >70% of all m^6^A peaks (Figure 4C and Supplementary Table S2). This motif is almost identical to the one in *E. coli* (UGCCAG). A similar feature of the m^6^A distribution in both *E. coli* and *P. aeruginosa* indicates that m^6^A possesses functions unique to these bacteria.

**Figure 4.**

Overview of m^6^A methylome in *Pseudomonas aeruginosa*. (**A**) The m^6^A peak distribution within different gene contexts. The y-axis represents (number of reads/length unit)/(number of total reads), which is an indicator of the extent to which sequencing reads are enriched in different segments across the entire transcript. (**B**) Accumulation of m^6^A reads along transcripts. Each transcript is divided into three parts: Overlap Start, Inside and Overlap End. (**C**) The GGCCAG conserved sequence motif for m^6^A-containing peak regions. (**D**) Pie chart displaying the percentage of genes containing m^6^A peaks with functional categories. (**E**) KEGG-enrichment analysis of all the genes with m^6^A peaks. The effect size (number of enriched genes/total genes in the KEGG category) for each category is 7/148 (amino acids metabolism), 4/37 (glycolysis) and 3/56 (TCA cycle), respectively.

The m^6^A-containing genes cover different gene categories in *P. aeruginosa*, including metabolism (40%), gene regulation (8%), transportation (1%), virulence (4%), ribosome (12%), stress response (4%) and genes with unknown function/annotation (31%) (Figure 4D). 

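Metabolic genes had 44 of the 109 *P. aeruginosa* peaks (40.4%, 95% Wilson interval 31.6 to 49.8), with PA3415, *bkdB*, *bkdA2* and *ldh* at 4 peaks or more each. Genes of unknown function had 34 (31.2%, 23.3 to 40.4), of which PA0588 held 9 and PA0587 held 3. The ribosome category had 13 peaks (11.9%), all in rRNA genes, regulation 9 (8.26%), including *rsmY* and *rsmZ*, stress response 4 (3.67%), virulence 4 (3.67%), all in *rhlA* and *rhlB*, and transport 1 (0.917%). By gene, metabolism held 21 of 67 (31.3%), unknown function 21 and the ribosome category 12 (17.9%). The rRNA peaks had a median fold enrichment of 8.35, against 5.14 for the 94 peaks of protein-coding genes (two-sided permutation test, adjusted p = 2.0e-05). The 13 peaks come from 4 rRNA operons and 8 of them have pileups at the limit of 50 to 51 unscaled tags, so they are not 13 independent values and the p can be too small.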

DAVID analysis revealed significant GO enrichments in amino acids metabolism, glycolysis, and tricarboxylic acid (TCA) cycle (Figure 4E), all of which belong to housekeeping genes that are involved in central energy production and metabolism. 

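Of the 44 metabolic peaks, 26 lay in the *bkd* genes and in PA3415 to *ldh*, and the other 18 in 13 genes. The branched-chain keto acid dehydrogenase genes, whose complex breaks down valine, leucine and isoleucine, had 10 peaks in 4 of 5 listed genes (*bkdA1*, *bkdA2*, *bkdB* and the gene the table names *ipdV*), with fold enrichments of 3.53 to 7.38. The cluster PA3414 to *ldh* had 17 peaks in all 5 genes (4.50 to 7.70). Genes of fatty acid and acyl-CoA oxidation had 10 peaks in 5 of 16 (PA0745, PA2552, PA2553, PA2815 and PA3972). Of 20 listed genes of the tricarboxylic acid cycle and glyoxylate shunt only *aceA* had a peak (4.54), and of 12 genes of glycolysis and the pyruvate dehydrogenase *aceE* and *aceF* none did. PA3415 to PA3417, which the paper counts with glycolysis and the cycle, were listed in the cluster instead and had 12 of its peaks. Lists of the aerobic respiratory chain (29 genes), ribosomal proteins (54) and flagella and chemotaxis (38) had no peak, the chaperone and protease list had 1, in *ibpA*, and *phoP* and *oprH* had 1 and 2. The lists were fixed after the published table had been read and rest on gene names, so a member under another name would be missed. From its enrichments the paper proposes that m6A may play roles in these essential pathways.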

The m^6^A pattern suggests that m^6^A may play roles in these essential pathways in *P. aeruginosa*. For instance, three adjacent genes (PA3415-PA3417 encoding branched-chain alpha-keto acid dehydrogenase, pyruvate dehydrogenase β and α subunit, respectively) involved in glycolysis and TCA carry numerous m^6^A peaks (Figure 5A) (31). We also observed multiple m^6^A peaks in the next downstream gene *ldh*, which encodes leucine dehydrogenase in the pathway of amino acid metabolism (Figure 5A). 

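The 5 neighbouring genes from PA3414 to *ldh* carried 17 peaks between 3820878 and 3825553 of the *P. aeruginosa* chromosome. PA3414 had 1 (fold enrichment 5.62), PA3415 had 6 (4.82 to 6.58), PA3416 had 3 (7.06, 5.30 and 7.70), PA3417 had 3 (6.74, 5.94 and 5.30) and *ldh*, the leucine dehydrogenase gene, had 4 (5.46, 5.46, 4.50 and 4.82). The PA3416 peaks from 3822381 and 3823218 were 419 and 494 nt wide, and the latter was the highest of all peaks in protein-coding genes of this list. All 17 peaks stood on the genome-wide background of 2.06 tags, so the input held at most 2 tags over any of their summits.

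**Figure D4:**
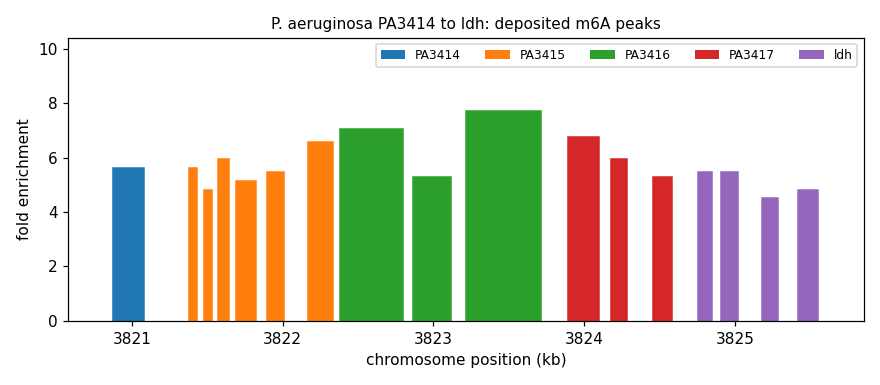
Fold enrichment of each deposited peak (height) over its place on the *P. aeruginosa* chromosome in kb (bar from start to end), from PA3414 to *ldh*. The 17 peaks lie between 4.50 and 7.70, the highest in PA3416.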

Beside these housekeeping genes, we identified high m^6^A peaks in two important small RNAs, namely RsmY and RsmZ, as well as in two key virulence genes *rhlA* and *rhlB* (Figure 5B).

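The RsmY peak, from 586902 to 586970, had a pileup of 22.1 scaled tags and a fold enrichment of 4.67, and the RsmZ peak, from 4057551 to 4057616, a pileup of 23.0 and a fold enrichment of 5.55. Both had input well above the genome-wide background (3.94 and 3.33 tags). By pileup they ranked 14 and 9 of 109, by fold enrichment 85 and 46. *rhlA* had 2 peaks with fold enrichments of 5.15 and 4.83, and *rhlB* 2 with 4.85 and 4.41, at pileup ranks of 34, 41, 78 and 78 and fold enrichment ranks of 60, 74, 73 and 99. All 4 also had local input above the genome-wide background. Of the other listed virulence and quorum sensing genes, *aprA*, an alkaline protease gene, had 1 peak (5.30).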

**Figure 5.**

Accumulation of m^6^A reads in PA3415–3417 and *ldh* (**A**), *rsmY* (**B**) and *rsmZ* (**C**) in *Pseudomonas aeruginosa* transcriptome. CK represents control sample and IP represents ChIP-seq sample.

### Temperature tunes m^6^A level in *P. aeruginosa*

In humans and mice, dynamic changes of certain m^6^A peaks have been observed under dif­ferent stress conditions, indicating a link between m^6^A and stress response (15). In order to test if this trend also exists in bacteria, we measured the m^6^A/A ratios under a variety of growth environments or stress conditions (such as varying temperatures, different growth media, exposure to different antibiotics and oxidative stresses) for both *E. coli* and *P. aeruginosa*. For most tested conditions, we did not observe a significant difference in the m^6^A/A level compared to the normal condition (LB, mid-log phase, 37°C) for both bacteria. Interestingly, we noticed that increasing the culture temperature (from 37–45°C) led to a clear decrease in the m^6^A/A ratio in *P. aeruginosa* (Figure 6). Although *P. aeruginosa* still slowly grew, particularly at 45°C, the m^6^A modification was almost abolished.

**Figure 6.**

Growth temperature significantly affects the m^6^A/A ratio in *Pseudomonas aeruginosa*. Error bars are calculated from three replicates.

## DISCUSSION

Recent discoveries and characterization of m^6^A erasers (demethylase), binders (m^6^A-specific binding protein) and writers (methyltransferase) as well as advances in profiling the m^6^A methylomes in eukaryotic systems reveal that m^6^A is a reversible and dynamic modification with important regulatory functions (1). On the other hand, the m^6^A methylomes in bacterial mRNA remain poorly studied. Here, we report the presence of m^6^A in a wide range of bacterial species and the ratio of m^6^A/A in mRNA from diverse bacterial strains vary within the range of 0.02–0.28%. We noticed that *S. aureus* and *B. subtilis* showed very low m^6^A/A ratios, which suggests that they may not possess an m^6^A methylase that could be present in the Gram-negative bacteria. Based on the genome annotation in NCBI, there are at least 43 proteins containing a S-adenosyl methionine (SAM)-binding domain in *E. coli* K-12, but only 24 in *S. aureus* USA300. We further present the high-resolution, transcriptome-wide m^6^A distributions in *E. coli* and human pathogen *P. aeruginosa*, which contain 265 and 109 peaks, respectively.

In order to provide additional insights into the overall m^6^A patterns in the bacterial kingdom, we compared these two newly identified methylomes. *E. coli* and *P. aeruginosa* share many similarities in their m^6^A distributions that are distinct from those of mammals: (i) a similar motif GCCAG instead of RRACU motif in mammals; (ii) most peaks are in the middle of coding region, while mammalian m^6^A peaks enrich around the stop codon and at 3′ UTRs; (iii) enrichment of GO categories of energy and amino acids metabolism; (iv) many small noncoding RNAs were found to carry m^6^A for both organisms. These shared characteristics suggest that other bacterial species, especially Gram-negative bacteria, may have similar m^6^A characteristics in mRNA. The new consensus sequence (GCCAG) is different from known rRNA methylation sites, including the two m^6^A sites on rRNA (CACA*GGU for RlmF and GUGA*AGA for RlmJ) and one on tRNA^val^ (UACA*AGG for YfiC). Given that our recent study demonstrates that m^6^A and its specific binding protein, YTHDF2, affect the translation status and lifetime of mRNA in eukaryotes (14), m^6^A may play a similar role in bacteria.

On the other hand, there are clear species-specific features of the m^6^A distribution between these two bacteria. Although the two species share major GO categories (energy and protein metabolism), we observed a very low rate of overlapping genes. Besides rRNA genes that are previously known to carry m^6^A modification, only one gene (*aceA* encoding isocitrate lyase) was shared between *E. coli* and *P. aeruginosa*. 

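*aceA* had 5 peaks in *E. coli*, all inside the gene between 4215316 and 4216455, with fold enrichments of 5.22 to 8.91, and 1 in *P. aeruginosa*, from 2978549 to 2978677, inside the gene, with a fold enrichment of 4.54 and a pileup of 17.2 scaled tags. All 6 peaks had input above the genome-wide background. By symbol this is the 1 name found in both tables, of 214 and 67 names. Most *P. aeruginosa* genes are given only as locus tags, for which no symbols were at hand, so orthologs without a shared symbol are not counted. The *P. aeruginosa* *aceA* peak did not pass a threshold of 1e-10, chosen for this comparison after seeing the data, which left 0 shared names.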

Each bacterium has distinct functional categories of mRNAs that carry m^6^A. For example, genes involved in cell wall biosynthesis and anaerobic respiration are enriched in the *E. coli* methylome only, while a group of virulence genes (RsmYZ and *rhlAB*) are enriched in the *P. aeruginosa* methylome (Figure 5B and C). RsmYZ binds to RsmA and dissociates RsmA away from its mRNA targets, which in turn tunes a group of important virulence pathways including Type III secretion system (T3SS) and biofilm formation (32,33). *rhlAB* encodes rhamnosyltransferase, producing rhamnolipid biosurfactants that are involved in uptake of hydrophobic substrates, virulence, biofilm and antibiotic resistance (34). m^6^A marks in these virulence genes could connect RNA modification to bacterial pathogenesis. Our result also suggests a relationship between m^6^A and *P. aeruginosa* adaption to temperature changes. Alternatively, the putative m^6^A methylase in *P. aeruginosa* may be inactive at high temperature.

Given that multiple known rRNA or tRNA adenine methylases have been characterized in *E. coli*, we measured the m^6^A/A ratios in two methylase mutants, *rlmF* and *rlmJ*. However, the ratios were not significantly lower than the wild-type strain, suggesting that they are not mRNA methyltransferases (Supplementary Figure S4). As a negative control, the *ksgA* mutant lost the m^6^_2_A modification and showed a higher m^6^A/A ratio than the other strains, suggesting a small content of rRNA in the mRNA sample. We also tried to look for bacterial homologs of mammalian m^6^A methyltransferases (METTL3, METTL14 and WTAP), but could not identify one, reminiscent of a distinct bacterial m^6^A motif that is different from that of mammals. These results suggest that bacterial m^6^A modification in mRNA is possessing of a mechanism that differs from eukaryotes.

Recent m^6^A profiling in yeast revealed dynamic changes in methylation during meiosis, which led us to test if bacterial m^6^A patterns also vary in different growth stage (11). To this end, we measured the m^6^A/A ratios during lag phase, log phase, stationary phase and death phase for both *E. coli* and *P. aeruginosa*. No significant difference was recorded throughout the bacterial growth curve, which indicates that m^6^A is a stable modification during bacterial growth.

The first bacterial m^6^A maps presented here provide a starting roadmap for uncovering bacterial distinct m^6^A functions in the future. Recent breakthroughs in the charac­terization of m^6^A-associated proteins as well as in the development of high-throughput assays in mammals present a very useful toolbox for us to study m^6^A in bacteria. Given the high abundance of m^6^A in numerous bacterial species, we foresee unique functions of m^6^A modification in mRNA in the wide bacteria kingdom.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

## ACCESSION NUMBER

m^6^A-seq data are available in the National Center for Biotechnology Information Gene Expression Omnibus under series GSE65347.

# Supplementary material for: Widespread occurrence of N6-methyladenosine in bacterial mRNA
**Source:** Nucleic Acids Res. 2015 Jun 11;43(13):6557–67. doi: 10.1093/nar/gkv596
**Supplement:** SUPPLEMENTARY DATA

Widespread occurrence of N6-methyladenosine in bacterial mRNA — Widespread occurrence of N6-methyladenosine in bacterial mRNA — SUPPLEMENTARY DATA 

# Widespread occurrence of *N*6-methyladenosine in bacterial mRNA

## SUPPLEMENTARY DATA

- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA

# Supplementary material for: Widespread occurrence of N6-methyladenosine in bacterial mRNA
**Source:** Nucleic Acids Res. 2015 Jun 11;43(13):6557–67. doi: 10.1093/nar/gkv596
**Supplement:** SUPPLEMENTARY DATA

**Widespread occurrence of *N*^6^-methyladenosine in bacterial mRNA**

Xin Deng^1,2#*^, Kai Chen^3,4#^, Guan-Zheng Luo^3,4^, Xiaocheng Weng^3,4^, Quanjiang Ji^3,4^, Tianhong Zhou^1,2^, Chuan He^3,4*^

**Figure S1.** qPCR verification of mRNA enrichment. qPCR was performed against the rRNA (primers targeting 16S rRNA) background to check the relative enrichment level of the mRNA sample from the wild type *E. coli*.

**Figure S2.** The ratios of m^6^_2_A/m^6^A in rRNA from the wild type, the *rlmJ* mutant and the *ksgA* mutant of *E. coli.*

**Figure S3.** GO-enrichment analysis of all *E. coli* genes with m^6^A peaks. (**A**) Overlap Start; (**B**) Overlap End; (**C**) Inside.

**Figure S4.** The m^6^A/A levels in mRNA from the wild type ([m^6^A-m^6^_2_A/1.30]/A), the *rlmF* mutant ([m^6^A-m^6^_2_A/2.04]/A), the *rlmJ* mutant ([m^6^A-m^6^_2_A/2.04]/A) and the *ksgA* mutant (m^6^A/A) of *E. coli.*

**Table S1.** Top m^6^A motifs (HOMER) in *E. coli.*

| Motif | % of targets | p-value | location |
| --- | --- | --- | --- |
| ** | 41.2% | 1e-14 | 68.1 +/- 79.4bp |
| ** | 25.8% | 1e-19 | 41.4 +/- 47.1bp |

**Table S2.** Top m^6^A motifs (HOMER) in *P. aeruginosa.*

| Motif | % of targets | p-value | location |
| --- | --- | --- | --- |
|  | 70.16% | 1e-16 | 702.7 +/- 823.5bp |
|  | 56.85% | 1e-30 | 759.0 +/- 884.9bp |
|  | 43.95% | 1e-13 | 795.2 +/- 910.8bp |

How the deposited data were processed for this re-analysis (not part of the article)

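The data are 1 list of m6A peaks for *E. coli* K-12 and 1 for *P. aeruginosa*, from a study with 2 m6A-IP libraries (with an anti-m6A antibody after UV crosslinking) and 1 input library per species. Each list was called from 1 treatment and 1 control alignment file. The headers do not say whether the treatment file joins both IP libraries, and in *E. coli* its name holds the same label as the control's, so its content rests on the authors' designation. This file lost 92.7% of its tags as repeats against 49.9% in the control (in *P. aeruginosa* 96.5% and 28.6%), and it holds 1531206 tags, where the paper gives 1,718,364 mapped IP reads. The labels name PAO1 and mid-log growth, whereas Table 1 of the paper names MPAO1 and overnight growth. The submitters' processing notes name TopHat2 2.0.0 for alignment and ASM584v2 as the genome build. The peak positions of the *E. coli* list are on NC_000913.2 and those of the *P. aeruginosa* list on NC_002516.2.

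Peaks were called by the authors with MACS 2.0.10.20130915, with 1 tag per position, an extension to 50 nt, an effective genome size of 6.4 Mb and p thresholds of 1e-06 (*E. coli*) and 1e-05 (*P. aeruginosa*). The deposited columns are the pileup at the summit (a signal pooled over the IP alignment file), the fold enrichment (a ratio to background), -log10 p, -log10 q, the summit and the peak length, all as the authors' peak caller gave them. Tags kept were 111784 IP and 247716 input in *E. coli* and 537011 IP and 263211 input in *P. aeruginosa*. No value per replicate is given, so no spread between replicates could be computed. All value columns of both lists were mapped, leaving 0 unmapped.

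The background of each peak was computed as the pileup plus 1, divided by the fold enrichment, minus 1. A peak was taken to stand on the genome-wide background when this value did not exceed the mean expected from the library size and the effective genome size. Deposited peaks were matched to the published peak table (start and end within 1 nt), which gave genes, categories and places in the gene. For *E. coli*, gene names and synonyms were matched to the RefSeq annotation of ASM584v2 (209 of 214 names), used only for names, gene classes and gene order, because its coordinates belong to another version of the chromosome than the list. No annotation for *P. aeruginosa* and no genome sequence were at hand, so the UGCCAG and GGYCAG motifs, the random placement of peaks within genes, and the group and neighbour tests in *P. aeruginosa* were not run.

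Gene lists were compared with all 4651 annotated genes by Fisher's exact test (two-sided), adjusted by Benjamini-Hochberg over 19 lists. Because this test takes genes as independent, the genes with a peak were also shifted together along the circular gene order (4650 shifts, with p as 2 times the smaller tail). Neighbouring genes were tested by 10000 random draws of genes in annotation order, both strands together because the annotation table gives no strand. The design called for neighbours on the same strand. Medians of fold enrichment were compared by two-sided permutation tests with 100000 resamples, or exactly where the splits could be enumerated. For the 6 rRNA peaks of *E. coli*, planned as exact, resampling was used because of the number of splits. Shares have 95% Wilson intervals. On simulated data of the same size, unchanged lists gave a call in 2% of runs and a list of 25 genes at 10-fold weight was found in 93%. The simulated lists and genes with a peak were drawn at random. The real lists hold neighbouring genes and were fixed after the peak table had been read, so the 2% does not carry over to them. Random genes passed the neighbour test in 8% of runs and 30 planted neighbours in 100%. A 1.5-fold rise of 15 peaks was found in 98% of runs and random sets of peaks in 2%.

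Genes to be named were chosen by a rule set before the peak lists were examined but after the published table had been read: every gene the study names for these data, the 10 peaks of largest fold enrichment and of smallest p in each species, the 5 genes with most peaks (ties are given) and up to 4 members with a peak per list. Names beyond these, such as those given for a place, a run of neighbouring genes or a list of 5 or fewer, were added after the values were seen. Alternatives set beforehand were a p threshold of 1e-10, q under 0.01, fold enrichment of at least 5, matching by overlap, leaving out rRNA and tRNA genes, a background of protein-coding genes and 1 value per gene. Added after seeing the data were other effective genome sizes, a common p threshold of 1e-06, peaks with input above the genome-wide background only, protein-coding genes only, the shifts of the peak genes, 1 median per *P. aeruginosa* rRNA operon (not used, since the tag limit fixes it), and the tests by place in the gene. Analyses used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.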

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

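All tests in this part were chosen after the result was seen. The deposited *E. coli* list holds 80 peaks that the published table, and so the paper, does not report, and this signal in unreported peaks is why they are listed here. They include 5 of the 7 peaks of largest fold enrichment in the list. A stricter p threshold for the published table is argued against, since the median -log10 p of the 80 peaks was 21.8 and that of the published peaks 15.9, a difference of 5.89 in the other direction (two-sided permutation test, p = 3.0e-05). A candidate explanation is that copies of the rRNA operons were left out: 33 of the 80 lie between published peak genes that enclose an annotated rRNA gene, against a mean of 4.74 and a maximum of 14 in 10000 random placements (one-sided permutation test, p = 1e-04, the smallest they can give). Another candidate is tRNA genes, as 31 of the other 47 lie between published peak genes that enclose a tRNA gene, against a mean of 16.3 in random placements (one-sided permutation test, p = 1e-04, the smallest they can give), among them a peak of fold enrichment 21.9 between *yjjZ* and *prfC*, where the annotation places *leuV*, *leuP* and *leuQ*. Random placements can overstate both, because they do not keep peaks that lie close together next to each other. For tRNA genes, moreover, 45 of the 47 lie past 2 Mb, where published genes may be farther apart. How much either adds was not tested. When the unpublished peaks past 2 Mb were shifted together along that stretch (10000 shifts), the excess was smaller, 33 of 77 against a mean of 7.52 for rRNA genes (one-sided permutation test by shifts, p = 0.0074) and 29 of 44 against 19.5 for tRNA genes (one-sided permutation test by shifts, p = 0.0196). With the stretch begun at the first of these peaks, p was 0.0075 and 0.0378 (one-sided permutation tests by shifts), so the support for tRNA genes is weak. The intervals hold many genes and were read from gene order alone, so no single peak is assigned, the remaining 16 peaks have neither explanation, and no biological explanation was tested.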

How the results depend on the processing

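The alternatives were set before the data were examined unless said otherwise. No paired analysis was possible because each list was called from 1 IP file, although the labels number the IP libraries 1 and 2, and leave-one-out was not possible because the files give no peaks per replicate. Of the 45 alternative values for counts, shares and differences, 34 kept their size or their side of the threshold. Among them were the shares inside the gene, the neighbour test, and the *E. coli* peak counts under every threshold tried. Values counted as keeping their size could still differ, such as 307 against 345 *E. coli* peaks and 6 against 8 lists at 1e-10. Some of the 34 could not change, although they are counted. These are matching by overlap, since all published peaks had already matched, and the common p threshold in *E. coli*, whose list was called at it. The limit on q removed no peak in either list. A p threshold of 1e-10 left 46 of 109 *P. aeruginosa* peaks and a fold enrichment of at least 5 left 65. Fewer peaks by construction, the former also left 37 genes there and 0 names shared between species (both chosen after seeing the data). With 1 value per gene, the *E. coli* rRNA and tRNA peaks were 3.17 and 2.73 above coding peaks in median fold enrichment (permutation tests, adjusted p = 0.125 and 0.0713), no longer past the threshold. The cause was not tested, and only published peaks entered these classes. With only peaks whose input was above the genome-wide background, chosen after seeing the data, 109 *E. coli* genes, 18 *P. aeruginosa* genes and 8 small RNAs remained. Under this setting 5 gene lists were past the threshold: 4 of the 8 before (stress, glyoxylate, hydrogenase and lac genes) and heat shock genes, which had not passed (adjusted p = 0.0386 against 0.0859, exact tests). The 4-aminobutyrate and arginine lists had 0 genes each (both adjusted p = 1, exact tests). Their calls were lost, and with so few genes left a count of 0 shows no direction. With the genes that have a peak shifted together along the gene order, chosen after seeing the data, 3 of the 8 lists stayed past the threshold (stress, glyoxylate and acid resistance genes) and 5 became weaker. This test keeps neighbouring genes together and doubles the smaller tail, and which of these ended a call was not tested. The difference of *P. aeruginosa* rRNA peaks rests on pileups at the tag limit, so that it kept its size with 1 value per gene says little, and 1 median per operon, chosen after seeing the data, is left out of the 45 because its outcome was fixed. For single lists, 2 of 19 became weaker at 1e-10 and 0 changed against protein-coding genes. Not run, for lack of gene coordinates on the chromosome version used or of a genome, were other windows and the peak centre for places, every gene overlapped, every deposited peak for results that need a gene, all motif settings, and group or neighbour tests in *P. aeruginosa*. Depth limits the local background: with 247716 and 263211 input tags kept, up to 1 and 2 input tags over a summit stay at the genome-wide value.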

Differences from the paper's values

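The paper reports 3,720,658 mapped reads for its *P. aeruginosa* IP libraries, and the header of the deposited list counts 15527401 IP tags. The paper's p threshold is 1e-5 for both species, and the *E. coli* list was called at 1e-06. No alternative bears on these 2 values.

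The paper states that peaks are concentrated in *gabD* and *gabT*. The deposited list has 1 *gabD* peak (fold enrichment 6.41) and none assigned to *gabT*, while *csiD* next to them has 3.

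The paper states that *hyaA* to *hyaD* hold multiple peaks within the transcript. Taken over these genes together, the deposited list does not differ. Taken by gene, *hyaA*, *hyaB* and *hyaD* have 2 and *hyaC* has 1.

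The paper calls the peaks of *lacI* and *lacZ* high. The *lacZ* peak ranks 1 of 345 by fold enrichment and the *lacI* peaks rank 292 and 273. By pileup the *lacI* peaks rank higher than by fold enrichment, as given with the lac genes above. The paper calls the peaks of RsmY, RsmZ, *rhlA* and *rhlB* high. They rank between 46 and 99 of 109 by fold enrichment, whereas by pileup RsmZ and RsmY rank 9 and 14. The *rhlA* peaks also rank higher by pileup than by fold enrichment, and the *rhlB* peaks go both ways.

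The paper puts the number of modified transcripts in *P. aeruginosa* at about a 1 to 2 ratio to *E. coli*. The ratio of named genes is 0.313 and that of published peaks 0.411.

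The paper lists aerobic respiration, anaerobic respiration and cell wall synthesis among enriched *E. coli* groups, and glycolysis and the tricarboxylic acid cycle among those of *P. aeruginosa*, from annotation terms with other members. In the lists used here, the *E. coli* respiratory chain (2 of 24), tricarboxylic acid cycle (3 of 17), anaerobic reductases (0 of 38) and peptidoglycan genes (4 of 35) did not pass an adjusted p of 0.05 in Fisher's exact test. Glyoxylate shunt and glycolate genes, listed apart from the cycle, did pass (6 of 14, adjusted p = 0.000162, exact test). The list of anaerobic reductases leaves out hydrogenase 1, which the paper gives as its example of anaerobic respiration. The 5 genes with a peak among the 29 of the hydrogenase list are all *hya* genes, and this list passed (adjusted p = 0.0272, exact test) but not at a p threshold of 1e-10 (0.0685) or with the peak genes shifted along the gene order (0.114, permutation test by shifts). Amino acid biosynthesis also passed (9 of 90, adjusted p = 0.0448, exact test) and lost its call in both (0.0685 and 0.114) and with only peaks whose input was above the genome-wide background (0.289, exact test), whereas stress genes passed under every setting tried. The shifts and the limit on the input were chosen after seeing the data. All lists were fixed after the published peak table had been read. Passing under every setting therefore does not make the stress list independent of that table, and no setting took account of expression. In *P. aeruginosa*, 0 of 12 glycolysis and 1 of 20 cycle and shunt genes had a peak. These lists leave out PA3415 to PA3417, which the paper counts among genes of glycolysis and the cycle and which carry 12 peaks.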

Other observations

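The tests of this part were chosen after the results were seen, except the comparison of RNA classes. *E. coli* genes of glutamate-dependent acid resistance, which the paper's text does not name, had several peaks. *gadB* had 3 peaks (fold enrichments 8.54 to 13.9), *gadC* 2 and *gadA* 1. Between the published peaks of *gadY* and *gadA*, genes that enclose only *gadX* in gene order, the deposited list has 4 peaks that the published table omits (7.47 to 13.9). They can lie in *gadX* or in either flanking gene, so none is assigned. *fadE* had 6 peaks over the stretch from 240979 to 243033, up to 13.7. In *P. aeruginosa*, PA0586 to PA0588 had 13 peaks (3.43 to 6.40), 9 of them in PA0588, and all 9 had input above the genome-wide background. Peaks of *E. coli* tRNA genes had a median fold enrichment of 11.7 (10 peaks) and rRNA genes 12.1 (6 peaks), against 8.54 for protein-coding genes (two-sided permutation tests, adjusted p = 0.0223 and 0.0328), and neither passed with 1 value per gene (adjusted p = 0.0713 and 0.125, permutation tests). These classes hold published peaks only and may be incomplete. The 33 unpublished peaks between genes that enclose an rRNA gene, none of them assigned, had a median fold enrichment of 16.0. IP and input libraries were made with different kits, so a difference between RNA classes need not come from the antibody.

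Of the 9 *P. aeruginosa* peaks over 16S and 23S rRNA genes, the 8 wider than 1000 nt share nearly 1 fold enrichment, 8.35 to 8.51, and the other, 121 nt wide, has 6.45. A candidate explanation is the limit of 1 tag per position and strand, which caps the pileup of a strand at 50 tags before scaling. The largest distance of the 8 wide peaks' unscaled pileups from 50 was 1 tag, so their fold enrichments may be lower bounds and say nothing of an order among rRNA genes. In *E. coli*, 3 deposited peaks exceed 50 tags, those of *lacZ* (69) and *hyaF* (54) among them, which a single strand cannot give. No biological explanation was tested.

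For 167 of the 345 deposited *E. coli* peaks the background was the genome-wide value, computed with an effective genome size of 6.4 Mb, which lies above the end of the last peak of the list (4632491). An effective genome size above the chromosome length as the reason that these peaks were called is argued against, since with the size set to that end all 167 still pass p of 1e-06. The median fold enrichment of the list falls from 8.91 to 7.70 with this size. Whether a deeper input would have raised the local background of these peaks stays open, as the list holds no input counts beyond those at the peaks.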
